A study of Mus musculus with 23 samples.

How the data were processed

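Gene expression was measured in the left ventricles of 23 male mice, 1 mouse per array, with one-colour Agilent oligonucleotide arrays. Per the labels' protocols, total RNA was extracted with TRIzol, 200 ng were converted to Cy3-labelled cRNA, and the mice had been kept on chow under a daily light and dark cycle. The labels place the arrays in 4 groups by genotype and age, and these labels alone assigned each array to its group. WT stands for wild type and Efnb1cKO for mice that lack Efnb1 in cardiomyocytes. P20 and P60 stand for 20 and 60 days after birth. Each group had 6 arrays except WT at P60, which had 5, numbered 1, 3, 4, 5 and 6. The labels give no sampling time of day and do not name the Cre line.

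Each scanner file held the intensity of 62976 spots, of which 3671 were control spots. Per the file headers, the spots were read with Feature Extraction 10.10.1.1 in a single green channel, and the intensity in the processed signal column had been background-subtracted and spatially detrended, with surrogate values for dim spots. No step between arrays is recorded for these values. The headers give probe coordinates on the mouse build mm9 (NCBI37). The table of the authors' own processed values, on the log2 scale, covered 34366 of the probes tested here. Its log2 columns, as deposited, tracked each array's median spot signal and shared nearly the same distribution, as quantile normalisation gives, although the method is not stated. That table served only as an alternative.

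The processed signal was divided by each array's 75th percentile and log2-transformed, and a constant common to all arrays was added, so that differences between arrays are unaffected. Control spots and spots marked as outliers were left out, and spots of one probe were averaged. Of 56605 probes, 35719 were well above background on at least 5 of the 23 arrays and were tested. Among the tested probes, 29 probe values were missing. Different probes of a gene were tested separately. Gene names are those of the array design, and 14746 of 14811 names (99.6%) matched a symbol or synonym in the RefSeq gene table of GRCm38.p6, which was used only for names, gene lengths and neighbouring genes. The probe coordinates belong to another build, so no annotation of exons or untranslated regions was used here.

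Groups were compared with limma 3.58.1 in R 4.3.3, in 1 fit with a mean per group and 19 residual degrees of freedom. The 5 contrasts were the genotype effect at P20, the genotype effect at P60, the age effect in WT, the age effect in Efnb1cKO, and the genotype by age interaction, which is the genotype difference at P60 minus that at P20. Benjamini-Hochberg adjustment ran over all tested probes, and an adjusted p below 0.05 was the threshold. Limma tests are two-sided. Efnb1 and the age score were also tested with exact two-sided permutation tests of the arrays. The age score of an array was the mean log2 value over probes past the threshold for age in a fit with additive genotype, each signed by the direction of its age effect. Lists of genes, 15 in number and with 293 different genes in all, were fixed before the data were examined, and 279 of them were among the 23122 genes tested, each through its brightest probe on average. Lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, and adjusted over the lists within a contrast.

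The genes named in the text follow a rule set before the data were examined. They are Efnb1 and, for the genotype effects, the age effect in WT and the interaction, the 5 of largest rise and the 5 of largest fall among named genes past the threshold, with 1 probe per gene and, for contrasts of 2 groups, ranges that do not overlap. Up to 4 members per list that passed the threshold are named as well. Those for the age effect in Efnb1cKO were left out for length. A gene chosen by this rule is not reported here, and no other took its place. A gene named outside this rule is said to have been chosen after its values were seen. Where a probe was not well above background on any array of the dimmer group, the fold is given as an approximate lower bound. It sets the mean of the brighter group against the mean, per array of the dimmer group, of the higher of the probe's own signal and the lowest signal among probes well above background. This lowest signal is not a strict limit of detection. Cyp11a1, for example, reached 3.36 in WT at P60 without being well above background.

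The alternatives covered background correction by normexp with an offset of 50, quantile normalisation, the median spot signal, scaling to the median, both a looser and a stricter filter on dim probes, the slide and the replicate number as blocks, array weights, a variance trend with a robust prior, only the compared groups in the fit, 1 probe per gene, the authors' values and the removal of each array in turn. A covariate for clock phase (Arntl minus Dbp per array) and a block for the place on the slide were added after the data were seen. For each contrast, 100 splits of the arrays into groups of the same sizes were refitted, the real one included. The arrays came from 3 slides of 8, 8 and 7 arrays, each scanned once, so that slide and scan are 1 factor. Each group had 2 arrays on each slide, except WT at P60, which had 1 on the third slide.

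The fits were tested on simulated data in which 200 of 35719 probes had been changed by 1 on the log2 scale. The genotype effect at P20 recovered 90.5% of them with 8 false calls, the genotype effect at P60 87.0% with 10, the age effect in WT 89.5% with 11, the age effect in Efnb1cKO 90.0% with 9, and the interaction 71.0% with 6. A planted list of 20 genes, shifted by 0.30 among 23133 genes in the contrast at P60, was called by camera, fry and camera with an estimated correlation, and 0 other lists were called. The simulated probes were drawn independently of each other. The simulation therefore could not show false calls of lists that come from correlation between genes. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. For arrays, the number of mice limits the precision, and a probe near background carries little information on level.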

Results

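Ephrin-B1, the product of the X-linked gene Efnb1, is a membrane ligand of Eph receptors. Left ventricles of male mice that lack it in cardiomyocytes (Efnb1cKO) were compared with wild-type (WT) ventricles at 20 days (P20) and 60 days (P60) after birth. The 4 groups held 6 WT and 6 Efnb1cKO mice at P20, and 5 WT and 6 Efnb1cKO mice at P60, with 1 array per mouse. Between 58.1% and 62.5% of the probes of an array were well above background, and the 75th percentile of its processed signal lay between 435.4 and 611.8 intensity units. No spot was saturated on any of the 23 arrays. Arrays of one group were correlated at a Pearson r of 0.9892 to 0.9961 across probes over 55 pairs. At most 0.0349% of the spots had an equal mean signal in any pair, so no array repeated another. Levels below are mean log2 intensities after scaling, with the SD between arrays, and n is 6 per group except 5 for WT at P60. Xist was not well above background on any of the 23 arrays, while the Y-linked gene Ddx3y lay between 7.75 and 8.30.

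To examine the deletion itself, the Efnb1 level was read from the tested Efnb1 probe, A_51_P388478 (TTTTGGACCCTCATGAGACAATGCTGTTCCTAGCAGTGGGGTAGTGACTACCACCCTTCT), which maps to chromosome X from 96343505 to 96343564 on the plus strand of mm9. The exon or untranslated region it reads was not determined here. At P20, the level was 11.91 ± 0.34 (SD, n = 6) in WT and 11.57 ± 0.15 (SD, n = 6) in Efnb1cKO ventricles, a difference of -0.35 (SE 0.111). The signal left was 78.7% of WT, and 4 of 6 knockout arrays lay below the lowest WT array. The exact permutation test of the difference gave p = 0.0368 over 924 splits, but the limma adjusted p over all probes was 0.77. This exact p ranged from 0.00866 to 0.0476 over 11 other ways of processing. When each array was left out it ranged from 0.0195 to 0.0974, and it rose above 0.05 for 7 of the 12 arrays. The WT mean was raised by replicates 5 and 6, at 12.34 and 12.35, which were also the WT arrays with high Arntl at P20. At P60, the level was 11.37 ± 0.11 (SD, n = 5) in WT and 10.89 ± 0.05 (SD, n = 6) in Efnb1cKO ventricles, a difference of -0.48 (SE 0.117). The signal left was 71.8% of WT, and 6 of 6 knockout arrays lay below every WT array (exact permutation p = 0.00216, the smallest that 462 splits allow; limma adjusted p = 0.065). Over 11 other ways of processing, the difference ranged from -0.36 to -0.26 at P20 and from -0.49 to -0.44 at P60. The genotype by age interaction for Efnb1 was -0.13 (limma adjusted p = 1). Efnb1 also fell with age, by 0.54 in WT (adjusted p = 0.00095) and by 0.68 in Efnb1cKO ventricles (adjusted p = 5.8e-05).

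**Figure D1:**
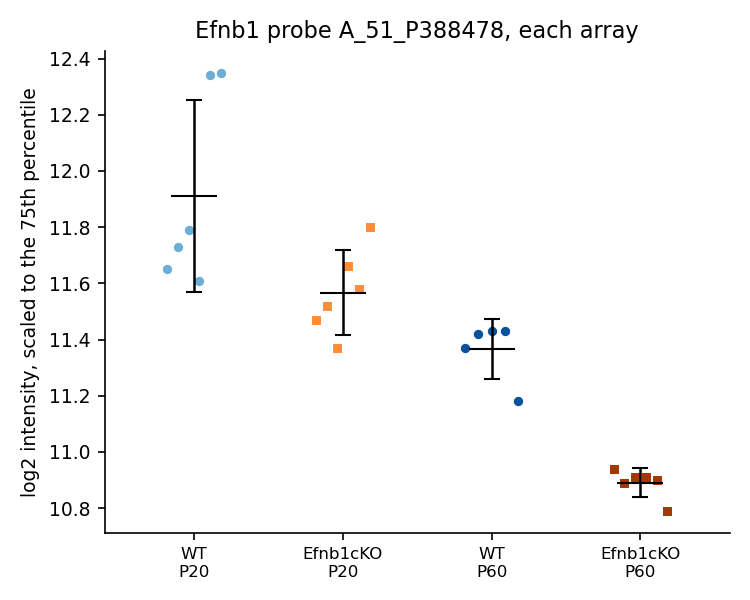
Log2 intensity of the Efnb1 probe on each of the 23 arrays, scaled to the 75th percentile, by genotype and age; each point is 1 mouse, and bars give the group mean and SD. The 6 knockout arrays at P60 lay between 10.79 and 10.94, below the 5 WT arrays at 11.18 to 11.43, whereas the ranges overlapped at P20.

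The genotype effect at P20 was small. Of 35719 probes, 9 passed the threshold in limma, 8 higher and 1 lower in Efnb1cKO ventricles, and 1628 had an unadjusted p under 0.05 where 1786 would be reached by chance. Groups did not overlap for 80 probes (0.224%), close to the 0.216% that chance gives with 6 against 6. The count depended on single arrays. It was 20 without Efnb1cKO replicate 6 and 5 without Efnb1cKO replicate 1 or replicate 4, and other processing gave 4 to 15 probes. Myh7, the slow myosin heavy chain gene, differed most. Its probe A_55_P2093232, on chromosome 14 from 55589581 to 55589640, rose from 11.01 ± 0.19 in WT to 14.87 ± 0.13 in Efnb1cKO ventricles, a log2 difference of 3.86 (SE 0.1) or 14.5-fold, with an adjusted p of 1.5e-16. A second Myh7 probe, A_65_P07389, did not move with genotype, at 0.03 (SE 0.11, adjusted p = 1). Ndnf (A_52_P956261, chromosome 6 from 65662191 to 65662250) rose from 6.35 ± 0.28 to 7.76 ± 0.29, by 1.42 (SE 0.128, adjusted p = 3.6e-06), and its second probe rose by 1.35 (adjusted p = 6.7e-06). Defa2, Tbx15 and Pzp passed with differences of 1.14 (adjusted p = 0.019), 0.61 (adjusted p = 0.034) and 0.61 (adjusted p = 0.027), all higher in 6 of 6 knockout arrays. These calls were weak. Defa2 was not well above background on any P20 array, a second Pzp probe differed by 0.32 without passing, and all 3 calls were lost under normexp background correction. Outside the naming rule and chosen after its values were seen, the lower probe belonged to 1810058I24Rik, which differed by -0.48 at P20 (adjusted p = 3.6e-06) and by -0.42 at P60 (adjusted p = 1e-05), while its other probe differed by 0.08 and 0.07.

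At P60, 214 probes of 139 named genes passed, 145 higher and 69 lower in Efnb1cKO ventricles. An unadjusted p under 0.05 was reached by 3115 probes. Groups did not overlap for 180 of the 214 called probes and for 714 of all probes (2%), against 0.433% by chance with 6 against 5. The median size of a called difference was 0.516 on the log2 scale, and 41 called probes differed by over 2-fold. Array weights moved the count most, to 509 probes that included all 214. A block for the place on the slide, added after the data were seen, gave 136 probes and kept 115 of the 214. The count was 131 without WT replicate 3 and also 131 without WT replicate 5.

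The 5 highest named genes at P60 by the naming rule, with 1 probe per gene, were alpha-defensins, genes best known from the small intestine. Defa1 was not among them, although its probe A_55_P1999108 differed by 2.87 (adjusted p = 0.00019). Its other probes differed by 2.62 and 2.53. Defa-rs2 (A_55_P2004208) rose from 1.37 ± 0.51 in WT to 6.73 ± 0.12 in Efnb1cKO ventricles, a log2 difference of 5.36 (SE 0.293, adjusted p = 3.2e-10). Its probe was not well above background on any WT array at P60, so the fold is given by the approximate background bound, as at least 16.3. With the same bound, Defa2 was at least 5.22-fold higher (log2 3.45, adjusted p = 3.2e-10), Defa-rs4 at least 5.65-fold (log2 2.71, adjusted p = 2.4e-06) and Defa3 at least 4.01-fold (log2 3.40, adjusted p = 0.00031). Defa-rs12, measured on 1 of 5 WT arrays, was higher by 2.74 (SE 0.186, adjusted p = 6.2e-09). Most defensin probes cannot be assigned to single genes, because 8 of the 11 called shared over 80% of their bases with another of them. The median over the 11 was 86.7% and the lowest 40%. Among genes lower in the knockout, Amph (A_51_P423518, chromosome 13 from 19242694 to 19242753) fell from 7.26 ± 0.19 to 6.12 ± 0.10, a difference of -1.14 (SE 0.092, adjusted p = 1.3e-07). Acsm5 differed by -1.18 (adjusted p = 0.0024), Ppp1r14c by -0.93 (at least 1.88-fold lower by the background bound, adjusted p = 0.017) and Myl1 by -0.93 (adjusted p = 0.026), and the ranges of WT and knockout arrays did not overlap for any of these 3 genes. The Ppp1r14c and Myl1 calls were lost under 7 of 14 and 3 of 16 alternatives, and when single arrays were left out they were lost for 2 and 6 of 11. Of the other Ppp1r14c probes, A_55_P2935425 passed at -0.87 (adjusted p = 0.045) and A_51_P124741 differed by -0.04 without passing. The 3 other Myl1 probes and the other Acsm5 probe were lower without passing. Myh7 (A_55_P2093232) and Ndnf stayed higher at P60, by 2.35 (adjusted p = 1.1e-11) and 1.5 (adjusted p = 7.8e-07), while the other Myh7 probe differed by -0.12.

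**Figure D2:**
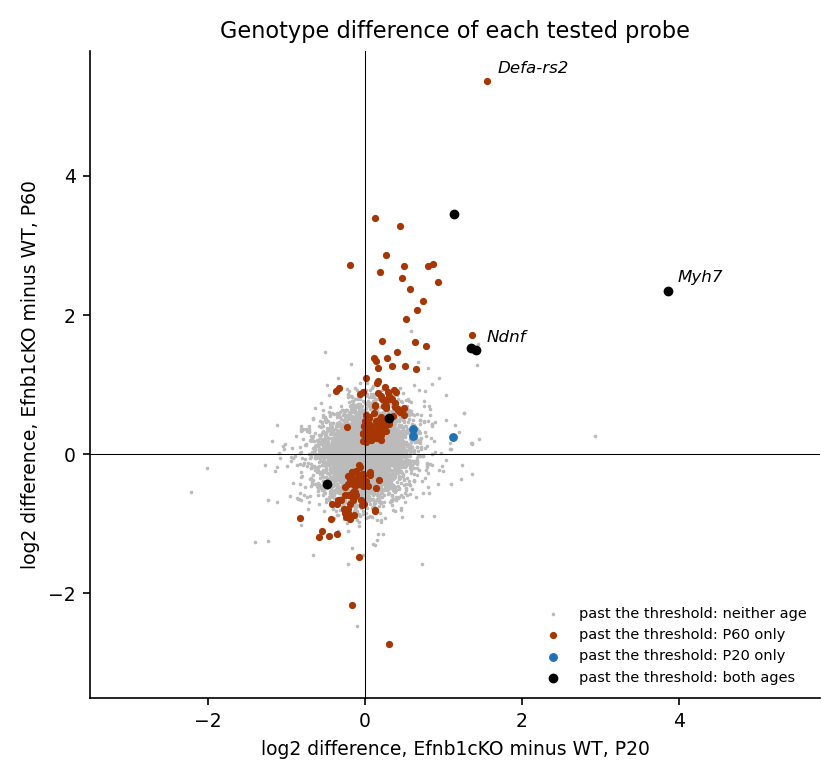
Log2 difference between Efnb1cKO and WT ventricles at P20 (horizontal axis) and at P60 (vertical axis) for each of 35719 probes, coloured by the age at which the probe passed the threshold. The Myh7 probe lies at 3.86 and 2.35, the Ndnf probe at 1.42 and 1.5, and the Defa-rs2 probe near the top at 5.36.

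The genotype differences at the 2 ages, which share no array, were then set against each other. Across probes, which are not independent replicates, their Pearson r was 0.207 and their Spearman rho 0.183. When genotype labels were shuffled within each age in 99 other regroupings, Pearson r ranged from -0.205 to 0.208, and 2 of 100 regroupings, the real one included, reached the observed value. For Spearman rho, 12 of 100 did. With no filter on dim probes, r fell to 0.072. All 6 probes called at both ages changed in the same direction, all 9 calls at P20 had the same sign at P60, and 194 of the 214 calls at P60 had the same sign at P20.

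Age moved far more probes than genotype did. In WT ventricles, 13085 of 35719 probes (36.6%) passed between P20 and P60, 6615 higher and 6470 lower at P60. In Efnb1cKO ventricles, 14216 probes (39.8%) passed, 7099 higher and 7117 lower. The first principal component, which held 36.6% of the variance, separated the ages. With 1 probe per gene, among 23133 genes, the counts were 8919 and 9351. Scaling to the array median raised the share of higher calls in WT from 50.6% to 60.6% and gave a median difference over all probes of 0.045 in place of 0.003. The calls of both genotypes overlapped in 10526 probes, of which 10520 changed in the same direction, and the 2 age effects had a Pearson r of 0.851 across probes. Most called changes were modest, with a median size of 0.346 in WT, where 843 called probes changed by over 2-fold.

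Bdh1, which encodes a ketone body dehydrogenase, rose most among named genes in WT. Its probe A_55_P2181753, on chromosome 16 from 31457249 to 31457308, rose from 5.84 ± 1.19 at P20 to 11.36 ± 0.39 at P60, by 5.52 (SE 0.488, adjusted p = 3.1e-08). Tchhl1 rose by 3.97 (adjusted p = 5.8e-09), a size that is uncertain because its probe was well above background on 1 of 6 WT arrays at P20, and normexp gave 1.5. Aqp8 rose by 3.14 (adjusted p = 1.2e-11) and Ifi205 by 3.08 (adjusted p = 5.5e-10). Lrat fell from 6.11 ± 0.83 to 2.06 ± 0.62, a difference of -4.04 (SE 0.331, adjusted p = 1.1e-08). No P60 array measured it above background, and the approximate background bound was at least 10.6-fold. Gpr17 fell at least 2.46-fold (log2 -2.70, adjusted p = 6.3e-07) and Cyp11a1 at least 4.19-fold (log2 -2.49, adjusted p = 1.8e-06) by the same bound. Col26a1 differed by -2.65 (adjusted p = 2.2e-11) and Aqp4 by -2.54 (adjusted p = 4.2e-13). Each of these genes had 2 other probes. For Col26a1, A_51_P435380 differed by -2.77 (adjusted p = 2.1e-09) and the other did not pass, at -0.04. For Aqp4, A_52_P625527 differed by -2.07 (adjusted p = 3e-09) and the other did not pass, at 0.00.

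**Figure D3:**
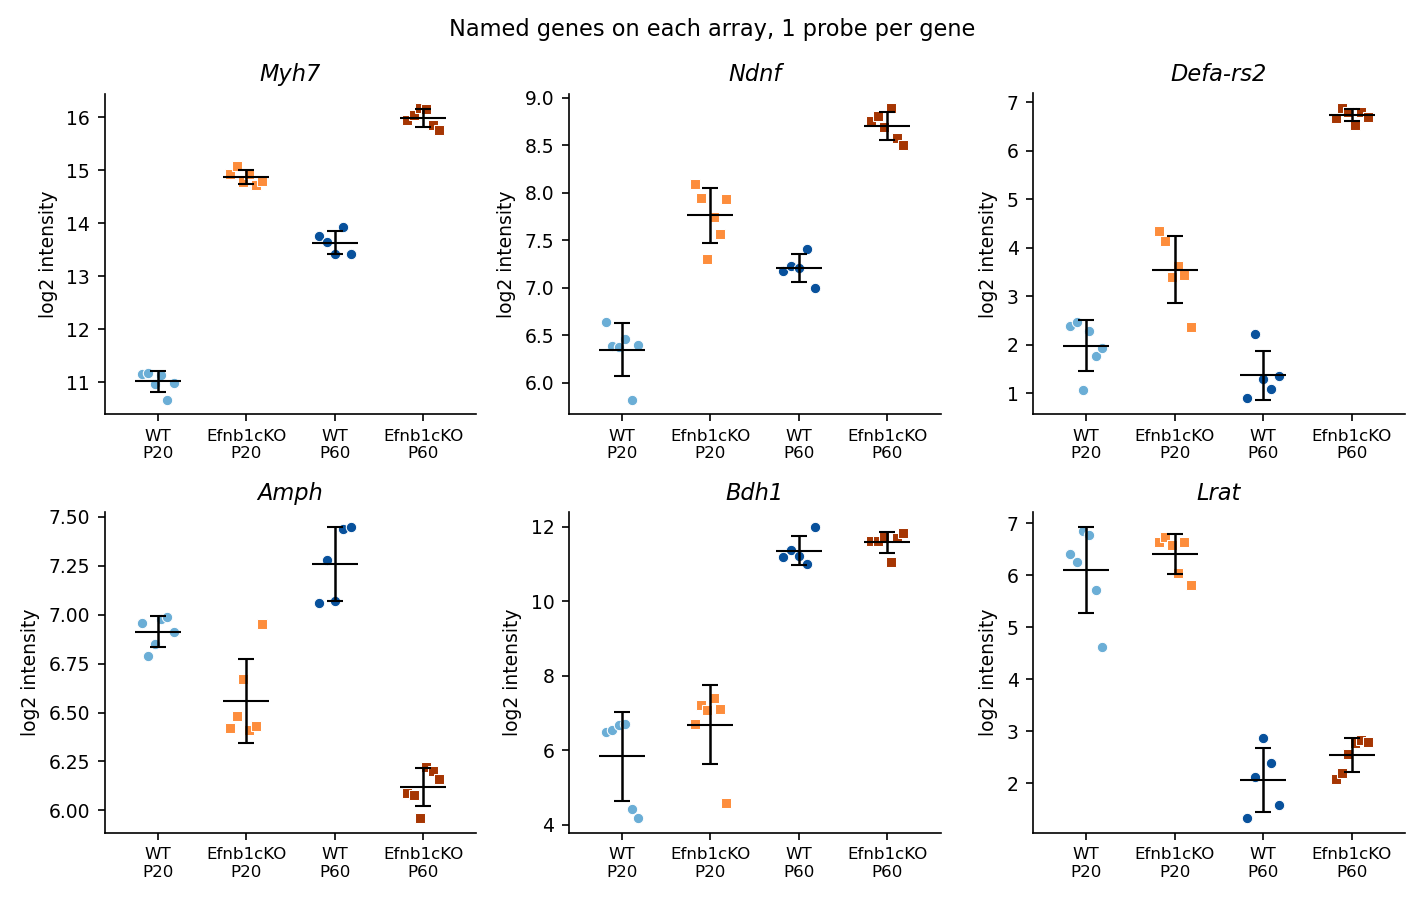
Log2 intensity of 6 named genes on each array, with 1 probe per gene, by genotype and age; points are mice and bars give the group mean and SD. Myh7 and Ndnf were higher in the knockout at both ages, Defa-rs2 and Amph parted the genotypes mainly at P60, Bdh1 rose with age in both genotypes, from 5.84 to 11.36 in WT, and Lrat fell in both, from 6.11 to 2.06 in WT.

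To ask whether knockout ventricles lay elsewhere along the course from P20 to P60, the age score was computed over 19079 probes. It was 0.807 ± 0.051 (SD, n = 6) in WT and 0.813 ± 0.033 (SD, n = 6) in Efnb1cKO ventricles at P20, and 1.183 ± 0.009 (SD, n = 5) and 1.2 ± 0.02 (SD, n = 6) at P60. The genotype difference was 0.006 at P20 (exact permutation p = 0.816) and 0.017 at P60 (exact permutation p = 0.128), and the difference between them was 0.011 (exact permutation p = 0.675). The difference at P60 was larger than the SD in WT and smaller than that in Efnb1cKO ventricles, and none of the 3 differences passed its test. Quantile normalisation moved the P60 difference to 0.02 with an exact permutation p of 0.0368, within a range of 0.0368 to 0.203 over 9 alternatives.

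**Figure D4:**
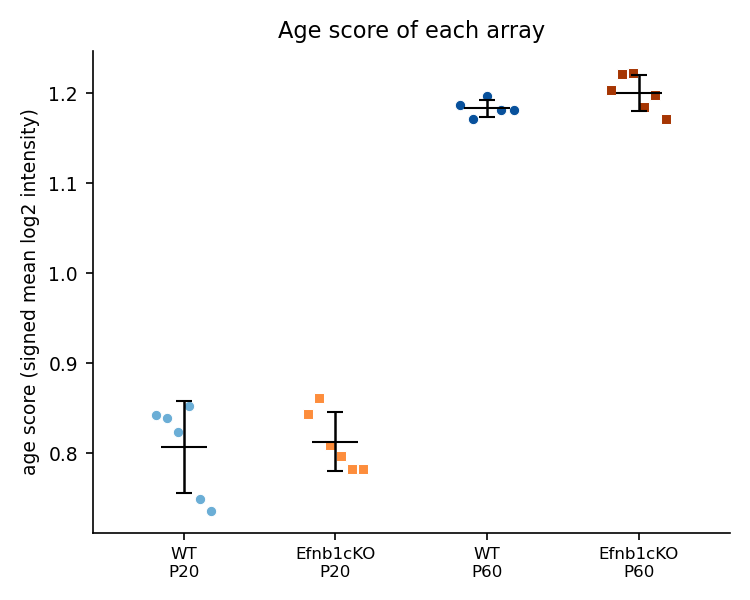
Age score of each array, a signed mean log2 intensity over 19079 probes that changed with age, by genotype and age; points are mice and bars give the group mean and SD. P20 arrays lay between 0.736 and 0.861 and P60 arrays between 1.171 and 1.223, with the genotypes overlapping at both ages.

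For the genotype by age interaction, 14 probes of 35719 passed, 10 with a higher and 4 with a lower genotype difference at P60 than at P20, and 1339 had an unadjusted p under 0.05 where 1786 would be reached by chance. All 14 had also passed for genotype at P60. The strictest filter, probes above background on all 23 arrays, left 5 of the 14, since it removed the other 9 from the test. Named genes with a larger knockout excess at P60 were Defa-rs2 (3.79, SE 0.404, adjusted p = 6.6e-05), Defa1 (2.43, adjusted p = 0.0093), Defa2 (2.31, adjusted p = 0.00016), Defa-rs4 (2.21, adjusted p = 0.012) and Defa-rs12 (1.87, adjusted p = 0.0014). In WT, none of these 5 probes was well above background on any array, except Defa-rs12 on 1 of 5 at P60, and at P20 Defa1 and Defa2 were not in the knockout either. The sizes of all 5 interactions therefore rest on signal that was not well measured, and that of Defa-rs2 was 1.21 under normexp. Outside the naming rule and chosen after their values were seen, Defa-rs7 and Defa-rs10 were well above background on all 23 arrays, with interactions of 1.42 (adjusted p = 0.00044) and 1.1 (adjusted p = 0.00016). In the other direction, Myh7 had an interaction of -1.5 (SE 0.144, adjusted p = 1.6e-05) and Amph one of -0.79 (SE 0.127, adjusted p = 0.011), which was lost with the place on the slide as a block (adjusted p = 0.108, the highest over 15 alternatives, with 0.00233 the lowest).

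The gene lists were tested next for the genotype effects. At P20, camera called 8 of 15 lists, fry 3 and camera with an estimated correlation 1. Cell junctions and lateral membrane was the list called by all of them. Its median difference was -0.05, 18 of 24 genes were lower, and the adjusted p was 0.00074, 0.0042 and 0.0091 for the 3 tests. The list passed under all 13 alternatives, between 7.1e-06 and 0.00909. Sarcomere and hypertrophy and stress markers also passed camera (adjusted p = 0.00074 and 0.00082) and fry (adjusted p = 0.016 and 8.1e-05), and both contain Myh7. Without Myh7, their fry p rose to 0.43 and 0.24. The other lists called by camera alone were extracellular matrix (median -0.12), cell cycle (-0.11), atrial myocardium (0.50), erythroid (0.46) and skeletal muscle (0.17). At P60, camera called 4 lists, which were hypertrophy and stress (median 0.19), fatty acid oxidation (-0.07), immediate early response (0.20) and skeletal muscle (0.02). Fry called 2, hypertrophy and stress (adjusted p = 0.00095) and cell junctions (adjusted p = 0.0024), and the estimated correlation called 0. The cell junctions were called as lower, although their median was 0, with 12 genes higher and 12 lower. Without Myh7, the stress list had an unadjusted fry p of 0.03 at P60. The Eph receptor and ephrin list passed no test for genotype at either age, with medians of -0.01 at P20 and 0.01 at P60. The clock, calcium handling, inflammation and adipocyte lists likewise passed no test for genotype as processed here. Under 13 alternatives, which include fry and the estimated correlation, calcium handling passed under 4 at P60 (lowest adjusted p = 0.0176) and inflammation under 1 at P20 (0.0219) and 1 at P60 (0.0414), while the clock, adipocyte and Eph receptor lists passed under none. Lists near the threshold depended more on the processing. At P60, cell junctions (camera adjusted p = 0.0519) passed under 8 of 13 and sarcomere (0.0549) under 7 of 13. At P20, fatty acid oxidation (0.182) passed under 4 of 13. List median, mean and test differed in sign for 1 list at P20, calcium handling, and for 2 at P60, the Eph receptor and matrix lists. They differed for 1 list with age in WT, 3 with age in Efnb1cKO ventricles and 5 in the interaction.

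Members of these lists past the threshold for genotype were few. Adjusted over all probes, Myh7 was the only one at P20, counted in both the sarcomere and the stress list. Adjusted over the list alone, 2 members of the sarcomere list, 1 of calcium handling, 1 of hypertrophy and stress and 4 of skeletal muscle passed at P20. At P60, Ctnna3 (A_66_P136095) differed by -0.61 (SE 0.069, adjusted p = 2.5e-05), Dmd (A_55_P2811879) by -0.54 (SE 0.053, adjusted p = 3.1e-06), Ctgf by 0.57 (SE 0.128, adjusted p = 0.043) and Tnnt3 (A_52_P622418) by 0.97 (SE 0.146, adjusted p = 0.001), beside Myh7. None of the 3 other Ctnna3 probes passed and 1 of the 7 other Dmd probes did, while both other Tnnt3 probes passed in the same direction. Adjusted over the list alone, 3 skeletal muscle members, 2 of the cell junctions, 2 of hypertrophy and stress and 1 each of the Eph receptor, sarcomere, matrix, cell cycle and inflammation lists passed at P60.

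With age, camera called 6 lists in each genotype, fry 11 in WT and 10 in Efnb1cKO ventricles, and the estimated correlation 0 in both. All 6 camera calls in each genotype also passed fry. In WT, extracellular matrix fell (median -0.51, 22 of 29 genes lower, adjusted p = 2.2e-05) and erythroid genes fell (-0.68, 9 of 9 lower, adjusted p = 0.026). Immediate early response (0.63, 17 of 19 higher, adjusted p = 2.2e-05), hypertrophy and stress (0.61, 12 of 18 higher, adjusted p = 0.0018), inflammation (0.18, 17 of 23 higher, adjusted p = 0.022) and sarcomere (0.11, 18 of 22 higher, adjusted p = 0.036) rose. Skeletal muscle had a median of 0.05 but a mean of -0.06. In Efnb1cKO ventricles, matrix (median -0.33), erythroid (-1.22), immediate early (0.79), stress (0.77), inflammation (0.21) and cell cycle (0.52) passed camera. The sarcomere list passed camera in WT alone and the cell cycle list in the knockout alone. The test of that difference is the interaction, where camera gave an adjusted p of 0.17 for sarcomere and 0.001 for cell cycle, and fry called neither (0.84 and 0.82). For the interaction, camera called 5 lists, and fry and the estimated correlation 0.

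Members of largest change between P20 and P60 in WT, all past the threshold over all probes, were as follows. Collagen and matrix genes fell, with log2 differences of -1.77 for Col1a1, -1.61 for Eln, -1.48 for Col5a1 and -1.37 for Col3a1. In the immediate early list, Nr4a1 rose by 2.38, Atf3 by 1.89, Fos by 1.57 and Egr2 by 1.2. In the stress list, Myh7 (A_55_P2093232) rose by 2.62, Gdf15 by 2.13 and Nppb by 1.90. Major histocompatibility genes rose, H2-Eb1 by 1.86, H2-Ab1 by 1.76, Cd74 by 1.59 and H2-Aa by 1.49. Among sarcomere genes, Tnni1 differed by -1.52, Tpm1 by -0.58 and Myom2 by 0.55, and among skeletal muscle genes Tnni2 by -2.09, Tnnc2 by 0.73, Tnnt3 by -0.58 and Pvalb by 0.47. Epha4 rose by 1.29 and Ephb1 by 0.82, whereas Efnb2 differed by -0.70 and Ephb4 by -0.61. In the cell junction list, Nrap (0.62) and Dsp (0.48) rose while Lama2 (-0.62) and Ctnnb1 (-0.53) fell. In calcium handling, S100a1 (0.52), Hrc (0.31) and Asph (0.28) rose and Cav3 (-0.41) fell. Cell cycle members were Cenpf (1.22), Aurkb (0.92), Tpx2 (0.84) and Rrm2 (-0.61). Metabolic members were Ucp3 (-1.06), Idh2 (0.72), Ppara (0.67) and Sdha (-0.27). Adipocyte members were Cfd (2.41), Pck1 (1.39), Retn (1.36) and Lpl (0.76), and erythroid members Ahsp (-2.29), Hbb-b1 (-0.68), Hbb-b2 (-0.61) and Hba-a1 (-0.50). The atrial list gave Nppa (0.76) and a Pam probe at -0.32, although 3 of 4 other Pam probes passed in the opposite direction. In the clock list, Arntl differed by 2.35, Per3 by -2.15, Ciart (A_66_P104483) by 2.07 and Per2 by -1.41. The other Ciart probe had the opposite sign without passing, at -0.79 (adjusted p = 0.51). Of the 3 other Sdha probes, none passed in the same direction and 2 had the opposite sign. No other tested probe passed in the same direction for Myh7, Myom2, Ctnnb1, Asph, Col3a1, Cenpf, Per2, Retn, Nppa and Hba-a1, although none of these had the opposite sign.

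Spread within groups was wide for some of these genes. Arntl ranged from 5.11 to 9.80 over the 23 arrays and Dbp from 11.11 to 14.92. Arntl was high and Dbp low in 8 of 11 arrays at P60 and in WT replicates 5 and 6 and Efnb1cKO replicate 6 at P20, and the remaining arrays showed the opposite. Because the arrays fell in separate sets, no pooled correlation is given. The atrial myosin light chain Myl7 ranged from 8.41 to 15.93, with an SD within groups of 1.92. Its genotype difference was 1.37 at P20 (exact permutation p = 0.312) and 0.15 at P60 (exact permutation p = 0.885), which was within the spread between mice.

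**Figure D5:**
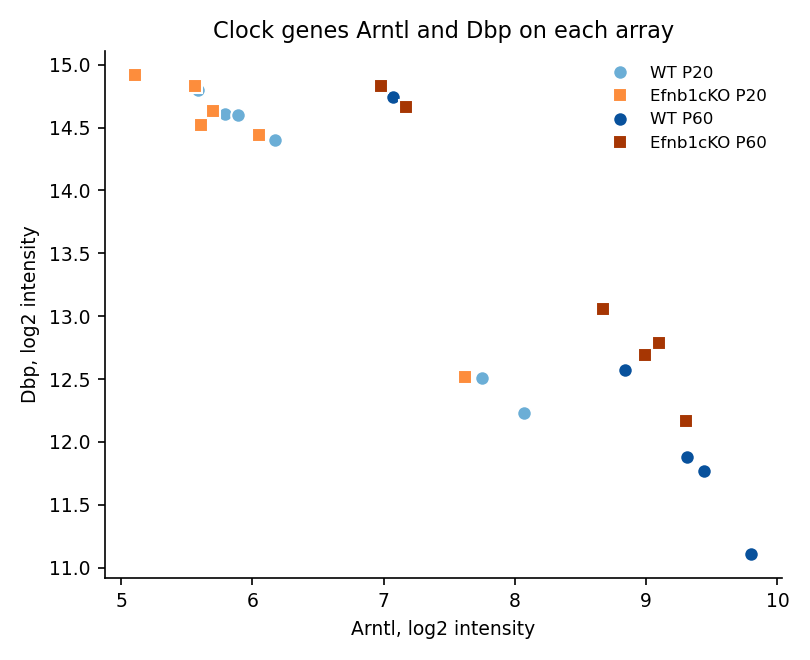
Log2 intensity of the clock genes Arntl (horizontal axis) and Dbp (vertical axis) on each of the 23 arrays, coloured by genotype and age. Arrays fell in separate sets, with Dbp between 11.11 and 13.06 in one and between 14.40 and 14.92 in the other, and each of the 4 groups had arrays in both.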

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

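Tests of gut tissue, of probes that read several members of the defensin family, of a fixed difference of the line, of the whole Myh7 locus, of a construct, of a stress programme and of the Efnb1 signal left, and the place block, were chosen only after the results had been seen.

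Single arrays lay far from the others of their group for 13 values, out of 120 groups of arrays tested over 30 values, against 6 by chance. Each was picked by its gap to the nearest array as a share of the whole range of its group, which is given here for each value. At P20, this share was 0.679 for Ndnf in WT replicate 5, 0.626 for Pzp in WT replicate 3, 0.764 for Defa3 in WT replicate 4 and 0.808 for Tchhl1 in WT replicate 4. In Efnb1cKO replicate 6 at P20 it was 0.75 for Bdh1 and 0.797 for Dbp. At P60, it was 0.917 for Pzp and 0.767 for Aqp4 in WT replicate 5, 0.783 for Cyp11a1 in WT replicate 1, and 0.676 for Ppp1r14c and 0.7 for Bdh1 in Efnb1cKO replicate 4. For Efnb1 at P60, it was 0.747 in WT replicate 6 and 0.699 in Efnb1cKO replicate 6. In 3 cases, Tchhl1, Cyp11a1 and Ppp1r14c, the array was not well above background, and for Defa3 the 5 other arrays of its group were not, so that these gaps lie in signal that was not well measured.

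One failed array is argued against, because no array had more than 2 of the 13 values and 9 arrays shared them. A single place on the slide as the source of all 13 values is argued against as well, since they fell in 7 of the 8 places. Both Efnb1 values at P60 came from the same place, row 1 and column 1. The other array from that place, WT replicate 3 at P20, was at 11.79, within its group's range of 11.61 to 12.35. Both arrays at P60 also had low Arntl for their age, at 7.07 in WT and 7.17 in the knockout. Efnb1cKO replicate 5 at P60 had low Arntl too, at 6.98, but was at 10.9 for Efnb1. Neither place nor clock phase was tested as a source of these Efnb1 values, so both stay open. The largest departures in measured signal were Bdh1 at 4.58 against 6.71 to 7.42 and Dbp at 12.52 against 14.44 to 14.92, both on Efnb1cKO replicate 6 at P20, an array that was also among those with low Dbp. WT replicates 5 and 6, the WT arrays with low Dbp at P20, were low for Bdh1 as well, at 4.44 and 4.18. The other WT arrays at P20 lay between 6.5 and 6.7, so Bdh1 was low with low Dbp in both genotypes at P20. Defa3 was at 4.39 on WT replicate 4 at P20 against 1.02 to 1.81 on the 5 other arrays of its group, none of which was well above background. The Efnb1 values departed little, at 11.18 against 11.37 to 11.43 in WT and at 10.79 against 10.89 to 10.94 in the knockout, and the knockout arrays remained below every WT array. A difference between mice within a group stays open for all 13 values. For Dbp, the time of day is taken up below as a candidate explanation. No biological explanation was tested for the other values, because the design names no factor within groups.

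The genotype difference changed with age for 7 named genes. The change, as the difference at P60 minus that at P20, was 3.79 for Defa-rs2, 2.43 for Defa1, 2.31 for Defa2, 2.21 for Defa-rs4 and 1.87 for Defa-rs12. It was -1.5 for Myh7 and -0.79 for Amph. Of 100 splits of the arrays, the real one included, 2 gave as many probes as the real one, a share under 0.05. These splits shuffled genotype within each age, which removed the genotype effects along with any interaction. They therefore cannot exclude chance for the interaction count by itself. Beside the real split, 4 others gave calls, the highest 25. An unadjusted p under 0.05 was reached by 1339 probes, where 1786 would be reached by chance. Place on the slide as the whole cause is argued against, because 11 of the 14 probes stayed past the threshold with the place as a block. Array scaling is argued against, because quantile normalisation kept 14 of 14. Amph was among the probes lost with the place as a block, so for Amph the place stays open. A biological change with age in the effect of the genotype stays open, and it was not tested apart from other traits of the line.

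The alpha-defensin probes moved as a set. All 11 tested probes were higher in the knockout and past the threshold at P60, with a median log2 difference of 2.71, whereas at P20 all 11 were higher as well but 1 passed, with a median of 0.5. Gut tissue in the samples is argued against, since 12 of 15 gut marker genes were not well above background on any knockout array at P60. Of the remaining 3, Vil1 was 4.4 in WT and 4.54 in Efnb1cKO ventricles at P60, and neither of the 2 that could be tested, Vil1 and Krt20, passed the threshold. Probes that read several members of the family are in line with the data, because the median probe shared 86.7% of its bases with its closest partner and 8 of 11 shared over 80%, so that fewer genes than probes may have changed. A fixed difference of the line in gene copies or strain stays open. The Defa-rs2 difference rose by 3.79 between the ages, which a fixed difference alone leaves unexplained unless the genes were also switched on with age, and for most of the probes P20 levels near background leave the earlier difference poorly measured. The fact that all 11 were higher at P20 goes with a fixed difference. Defa-rs7 and Defa-rs10, well above background on all 23 arrays, differed by 0.52 and 0.28 at P20 and by 1.95 and 1.39 at P60. The 4 probes with a mapped position lay within chromosome 8 from 22332166 to 22845881. Genotypes of the strain were not analysed here.

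The Myh7 probe A_55_P2093232 was higher in every knockout array at both ages, while the rise with age in WT made the log2 difference smaller at P60. Its mean rose with age from 11.01 to 13.63 in WT and from 14.87 to 15.98 in Efnb1cKO ventricles. A smaller log2 difference is a smaller ratio and does not by itself mean a smaller excess of signal. Place on the slide and array scaling are argued against, with differences at P20 of 3.8 with the place as a block and 3.85 under quantile normalisation. Transcription of the whole locus stays open. The other Myh7 probe differed by only 0.034 at P20, but it did not follow the age effect of the first probe in WT either (0.27, adjusted p = 0.084, against 2.62), so that it may not read the main transcript. The non-coding transcript Mhrt of the same locus differed by 0.06 at P20. A construct in the knockout line that carries the end of Myh7, as a heart-specific promoter fragment could, is a candidate explanation. The knockout arrays lay above the WT arrays by at least 1.83 at both ages, a gap that a separate source of this transcript would give, as would a change in Myh7 itself. A stress programme of the myocardium also stays open, since the stress list without Myh7 gave a fry p of 0.24 at P20 and 0.03 at P60. These explanations cannot be told apart here, because the labels name no construct and the second Myh7 probe did not follow the first with age.

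For 5 gene lists, camera at its preset correlation called a difference between the genotype effects at P60 and at P20. The adjusted p was 0.001 for extracellular matrix (median change 0.14, 24 of 29 genes up), 0.001 for cell cycle (0.20, 27 of 30 up), 0.011 for fatty acid oxidation (-0.07, 25 of 31 down), 0.00027 for immediate early response (0.25, 18 of 19 up) and 0.001 for erythroid genes (-0.54, 8 of 9 down). None of these calls held under fry, with an adjusted p of 0.82 for each, or under an estimated correlation, with 0.73 to 0.79. Correlation between the genes of a list is therefore a candidate explanation for the 5 calls, and the count of lists was 0 under fry and 0 under the estimated correlation, at an unadjusted p under 0.05 as well. No biological explanation was tested for these lists beyond the genotype and age groups themselves.

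The Efnb1 signal left in knockout ventricles was 71.8% of WT at P60. Cells other than cardiomyocytes, or a probe outside the deleted part of the gene, are candidate explanations that cannot be told apart, because whole ventricles were measured with 1 tested probe and the deleted exons are not given in the labels.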

How the results depend on the processing

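The clock covariate and the place block were chosen only after the data had been seen, and all other alternatives were set before the data were examined. Counts of probes were taken as unchanged when within 1.5 times the reported count.

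Apart from leaving out arrays, 180 summary values stayed on the same side of their threshold or within that margin, 24 moved beyond it and 1 passed a threshold it had not. The directions of some gene lists changed. With age in WT, cell junctions, called there by fry but not by camera, were up as reported under 9 of 13 alternatives, and with age in Efnb1cKO ventricles, likewise, under 10 of 13. Calcium handling, called by neither, was up with age in WT under 9 of 13. The other lists that changed direction were called by neither test, and no list called by camera did. The age counts ranged from 8919 to 14012 in WT and from 9351 to 15605 in Efnb1cKO ventricles. The lowest came from using 1 probe per gene, which tests fewer probes, and 9351 was the only age count beyond the margin. Chance can be excluded for these counts, since 1 of 100 splits in WT and 1 of 100 in Efnb1cKO ventricles, the real one in each case, gave as many, and the highest other count was 1 in both. Scaling to the median moved the balance, from 50.6% to 60.6% of WT calls higher at P60 and from 49.9% to 59.1% of knockout calls. Normexp moved it to 59.2% in WT. Quantile normalisation, the quantile-normalised median spot signal and the authors' values moved it the other way in WT, to 47.6%, 48% and 48.4% higher.

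For the genotype effect at P20, 9 probes were reported. A block for replicate and slide together gave 4 probes, array weights 14 and the clock covariate 15. For the genotype effect at P60, against 214 probes, the same alternatives gave 132, 509 and 326, and the place block 136. The clock covariate kept 198 of the 214 probes, array weights 214, the replicate and slide block 119 and the place block 115. With only the compared groups in the fit, the count of 185 was within the margin, but 119 of the 214 were kept. The authors' values gave 226 probes and shared 169. For the interaction, against 14 probes, normexp gave 9, all among the 14, and the filter for probes above background on all arrays gave 5, because it left only 5 of the 14 in the test. Apart from that filter and the clock covariate, which takes out variance that follows the clock, the cause was not tested.

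At P60, 1 of 100 splits of the arrays, the real one, gave as many probes, and the highest other count was 69. At P20, 2 of 100 did, so chance can be excluded there too, but the other split gave 1225 probes. It put 2 of the 6 knockout arrays with 4 WT arrays, followed no single slide or row, and set all 3 arrays with high Arntl in the other set. The split followed the replicate numbers in part, since replicates 1 and 2 of both genotypes lay together, apart from all replicates 5 and 6. No batch in the labels matches it in full. No value within replicate numbers or other batches is given for it.

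The replicate numbers were tried as pairs in a replicate block, which gave 7 probes at P20, 190 at P60 and 14 for the interaction. Residuals of arrays with the same number correlated from 0.03 to 0.39 at P20 and from -0.16 to 0.27 at P60. Their mean was 0.196 at P20, against -0.039 for other pairs, and 0.07 at P60, against -0.013. Residuals cancel within each group, so the mean of the other pairs is nearly fixed by that of the same-number pairs. It is no separate comparison, and the correlations were not tested. A factor shared by arrays of the same number stays open. No pairing is stated in the labels, so the numbers were not used as pairs.

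The correlation of the genotype differences at both ages was 0.207, and it moved to 0.324 under normexp and to 0.072 with no filter on dim probes, where 56605 probes were included. The age score difference at P60 was 0.02 under quantile normalisation, with an exact permutation p of 0.0368. The cause was not tested. Counts of gene lists called were 7 for P60 under normexp and 7 with no filter on dim probes, against 4. With fry, 3 lists were called at P20, 2 at P60, 11 with age in WT, 10 with age in Efnb1cKO ventricles and 0 for the interaction. With the correlation estimated, camera called 1 at P20 and 0 in each of the other contrasts, although 2 lists each at P60 and with age in either genotype, and 0 for the interaction, had an unadjusted p under 0.05.

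Leaving out each array in turn gave 5 to 20 probes for genotype at P20, 131 to 214 at P60, 11596 to 12856 for age in WT, 12912 to 14024 for age in Efnb1cKO ventricles and 13 to 17 for the interaction. The 20 came without Efnb1cKO replicate 6 and the 131 without WT replicate 3 or replicate 5. The Efnb1 difference at P20 ranged from -0.405 to -0.258, with an exact permutation p of 0.0195 to 0.0974, and 7 of 12 omissions left it above 0.05. At P60 it ranged from -0.524 to -0.458. Its limma adjusted p at P60, 0.065, ranged from 0.0031 to 0.17 over 11 alternatives. The age score difference at P60 ranged from 0.013 to 0.024, and without Efnb1cKO replicate 6 its exact permutation p was 0.0317. The cause was not tested.

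Single named genes kept their call in 409 cases and lost it in 39, without a change of direction. Leaving out arrays, they kept it in 392 cases and lost it in 27. Tbx15 lost its call at P20 under 8 of 15 alternatives, Pzp under 8 of 16 and Defa2 under 6 of 15. At P60, Ppp1r14c lost it under 7 of 14 and Myl1 under 3 of 16. For the interaction, Defa1 lost it under 4 of 13, Defa2 and Defa-rs4 under 1 of 14 each, with normexp, and Amph under 1 of 15. When single arrays were left out, Tbx15 lost its call for 9 of 12, Pzp for 7 of 12, Defa2 at P20 for 3 of 12, Myl1 for 6 of 11 and Ppp1r14c for 2 of 11, which are all the losses among these genes. Signal near background limits these values. Normexp, which compresses dim signal, reduced the Defa-rs2 difference at P60 from 5.36 to 1.48. Probes below background in 1 group support an approximate lower bound of the fold rather than its size.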

Other observations

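Tests of a chromosome segment at both ages, of a p53 response, of time of day, of atrial tissue, of the place on the slide as the whole cause of clock and atrial differences and of the place behind the second component were chosen only after the results had been seen, as was the clock covariate, on which the tests of clock phase rest.

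Genes called for genotype gathered in part of chromosome 6 at P60 and on that chromosome at P20. Over the whole chromosome the P60 calls were not the densest, with 13 of 1191 genes called, against 13 of 918 on chromosome 13 and 12 of 1070 on chromosome 10. At P60, the densest window of 20 Mb in the genome, from 35146512 to 54590965, held 9 called genes among 214 tested, against 1.67 expected, and 8 of them were higher in the knockout. The permutation p, set against the densest window of each of 1000 shuffles of the calls over positions, was 0.029. The difference had the same direction at P20 for 7 of the 9. At P20, 4 of the 8 genes called, which were Ndnf, Pzp, 1810058I24Rik and 9330158H04Rik, lay on chromosome 6, which held 5.19% of the tested genes (exact two-sided Fisher p = 0.000427, not adjusted for the choice among chromosomes). Of these 4, 2 lay in the window of P60, and the others lay at 65662191 and 128433729. A chromosome segment carried along with the line is a candidate explanation. It stays open, because strain genotypes and insertion sites were not analysed here, neighbouring genes can share regulation, and the 4 genes at P20 spread over more than the window.

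The p53 target list was higher in knockout ventricles at P60. Over 36 genes of the list the median difference was 0.11, and 28 genes were higher (fry p = 4.5e-07, camera p = 2e-09, with an estimated correlation 2.5e-05). At P20, 21 of 36 were higher, with a median of 0.03, a camera p of 0.023 and a fry p of 0.055. That fry p was 0.002 with the clock covariate and 0.24 with the place as a block, so the call at P20 depends on the setting. The interaction gave a fry p of 0.00059. Members with a probe past the threshold at P60 were Eda2r (0.84, adjusted p = 4.9e-05), Phlda3 (0.80, adjusted p = 3.6e-09), Dcxr (0.64, adjusted p = 0.037), Aen (0.44, 0.32 and 0.25 for 3 probes) and Ppm1d (0.39, adjusted p = 0.049). Among the 36 genes as tested in the list, with 1 probe each, 3 passed, so not all of the genes named passed by their list probe. The list was written after some of these calls had been seen. Without the called genes, 24 of 31 were higher, with a median of 0.09 and a fry p of 0.0023. Clock phase is argued against, as the clock covariate gave a fry p of 1.5e-09, and with the place as a block it was 2.2e-05. The values are consistent with a p53 response that comes with the genotype, as a hypothesis from the data it was tested on. Loss of Efnb1 and the recombinase itself cannot be separated, because the labels do not say whether WT mice carried the recombinase.

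Long genes were slightly lower in the knockout at P60. Among the 1475 longest genes, of 124 kb or more, the median difference was -0.031, against -0.004 over all 14746 genes with a length. Of 100 regroupings, the real one included, 3 gave a median as large in size, and the 99 others ranged from -0.028 to 0.036. Gene length bias, as uneven RNA quality between mice could give, is in line with this value, and a biological difference between the genotypes stays open. At P20, the median was -0.012, and 21 of 100 regroupings gave one as large.

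Arntl and Dbp parted the arrays of each group. The place on the slide explained 53.1% of the variance of Arntl minus Dbp (permutation p = 0.0725). The place on the slide as the whole cause is argued against, because after group and place means were taken out 9 of 9 other clock genes still moved in the direction of the clock, each at an unadjusted permutation p under 0.05, with 41.4% of the variance left. A part of the slide or place stays open. The time of day at which the tissue was taken is a candidate explanation, since 9 of 9 other clock genes moved with Arntl minus Dbp in the direction of the clock, but the labels give no sampling time. Clock phase as the whole source of the age calls in WT is argued against. With the clock covariate, 13145 probes passed for age, and 10681 of the 13085 reported probes were among them. For the reported probes that no longer passed, clock phase stays open.

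The atrial gene Myl7 differed between arrays of one group by more than the genotypes did. This did not hold for every atrial gene, as Nppa at P60 was 16.25 ± 0.27 in WT and 16.74 ± 0.21 in Efnb1cKO ventricles. Across the 23 arrays, taken from their group means, Myl7 followed the mean of 7 other atrial markers with a Pearson r of 0.98 and a Spearman rho of 0.99, each with a permutation p of 1e-05, the smallest that 100000 shuffles can give. Without the 2 arrays farthest from the median, r was 0.98. Atrial tissue taken with the ventricle is a candidate explanation that these values fit, and Sln and Myl4 followed Myl7 most closely, each with r of 0.99. The other markers followed Myl7 less closely, with r of 0.84 for Dkk3, 0.7 for Stard10 and Gja5, 0.67 for Pam and 0.51 for Nppa. The place on the slide as the whole cause is argued against. It held 31% of the variance of Myl7 (permutation p = 0.491), and after group and place means were taken out r was still 0.98 (permutation p = 4e-05) and rho 0.95 (permutation p = 8e-05), or an r of 0.97 without the 2 farthest arrays. A part of the slide or place stays open.

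After the group means were taken out, the second principal component held 13.8% of the remaining variance. The place on the slide is a candidate source, as 92.2% of the variance of the component lay between places (permutation p adjusted over 28 tests = 0.00028). The 5 lowest arrays, from -35 to -24.1, all lay in row 2, columns 3 and 4. They came from all 4 groups, so the place adds spread within groups. No biological explanation was tested.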
